# Vectorial secretion of interleukin-8 mediates autocrine signalling in intestinal epithelial cells via apically located CXCR1

**DOI:** 10.1186/1756-0500-6-431

**Published:** 2013-10-28

**Authors:** Oriana Rossi, Jurgen Karczewski, Ellen H Stolte, Robert J M Brummer, Michiel A van Nieuwenhoven, Marjolein Meijerink, Joost R J van Neerven, Sven C D van Ijzendoorn, Peter van Baarlen, Jerry M Wells

**Keywords:** Intestinal epithelial cells, Interleukin-8, CXCR1, Caco-2, Epithelial repair, Autocrine

## Abstract

**Background:**

In the intestinal mucosa, several adaptations of TLR signalling have evolved to avoid chronic inflammatory responses to the presence of commensal microbes. Here we investigated whether polarized monolayers of intestinal epithelial cells might regulate inflammatory responses by secreting IL-8 in a vectorial fashion (i.e. apical versus basolateral) depending on the location of the TLR stimulus.

**Results:**

In the Caco-2 BBE model of polarized villus-like epithelium, apical stimulation with TLR2 and TLR5 ligands resulted in the apical secretion of IL-8. The CXCR1 receptor for IL-8 was expressed only on the apical membrane of Caco-2 BBE cells and differentiated epithelial cells in the human small intestine and colon. Transcriptome analyses revealed that Caco-2 BBE cells respond to stimulation with IL-8 supporting the hypothesis that IL-8 induces G protein-coupled receptor signalling.

**Conclusions:**

These results show that IL-8 induces autocrine signalling via an apical CXCR1 in Caco-2 BBE intestinal epithelial cells and that this receptor is also expressed on the apical surface of differentiated human intestinal epithelial cells *in vivo*, suggesting an autocrine function for IL-8 secreted in the lumen.

## Background

Intestinal epithelial cells (IECs) play a key role in the inflammatory response to colonizing or invading microorganisms via the secretion of interleukin-8 (IL-8). The chemokine IL-8 recruits neutrophils from the vasculature to sites of infection or tissue injury [1]. IL-8 can signal through two receptors, CXCR1 and CXCR2 both of which are members of the G-protein-coupled receptor (GPCR) family [2]. In neutrophils, IL-8 binding to CXCR1 triggers G protein-coupled signalling and formation of second messengers that mediate cellular migration, exocytosis of effectors and a respiratory burst to facilitate oxygen-dependent killing of phagocytosed microorganisms [2]. 

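Gene expression was measured on whole genome arrays in Caco-2 BBE monolayers, a human colon carcinoma line that polarises in culture, kept with or without 100 pg/ml IL-8 for 6 h. The CXCR1 probe set (Entrez gene 3577) had an intensity of 109 ± 7.25 (SD, n = 3 arrays) in control cells and 104 ± 2.29 (SD, n = 3) in IL-8 treated cells. The probe set of CXCR2 (Entrez gene 3579), the other IL-8 receptor, read 14.2 ± 3.24 (SD, n = 3) in control cells and 13.5 ± 1.38 (SD, n = 3) in treated cells. CXCL8 (Entrez gene 3576), which encodes IL-8 itself, read 13.1 ± 0.962 (SD, n = 3) and 12.8 ± 0.755 (SD, n = 3). The log2 fold change of CXCR1, IL-8 minus control, was -0.072 with a 95% interval of -0.21 to 0.063 and an adjusted p of 0.641 from limma, so a difference was not detectable. For CXCR2 the interval was -0.42 to 0.31 and for CXCL8 -0.19 to 0.13. Of 12 measured genes of IL-8 family ligands and receptors, 0 were higher and 0 were lower at an unadjusted p under 0.02. The deposited table gives no detection calls and intensities of different probe sets are not on a common scale, so these values alone do not separate expression from background.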

CXCR1 is expressed in the human IEC line Caco-2 BBE [3], which is in agreement with our own microarray data using Caco-2 BBE cell mRNA (see below). Additionally, IL-8 has been shown to induce Caco-2 BBE cell migration after wounding in a CXCR1-dependent manner [3]. The intestinal epithelium is structurally and functionally polarized, with tight junctions (TJs) preventing the diffusion of receptors, transporters and enzymes between the apical and basolateral membranes [4]. Several cell receptors are differentially expressed on the apical and basolateral membranes of polarized IECs including Toll-like receptors (TLRs), cytokine receptors and chemokine receptors [5,6]. In the human intestinal epithelium, TLR signalling is known to induce secretion of IL-8 in a nuclear factor (NF)-κB-dependent manner and TLR2, TLR5 and TLR9 are expressed on the apical poles of IECs depending on their location and differentiation status [5-8]. Interestingly, IL-8 has been measured in the colon milieu of healthy volunteers using a dialysis bag inserted in the rectum [9] suggesting that it might be apically secreted by colonic epithelial cells. Furthermore, IL-8 is present in significant amounts in breast milk [10]. However, it is not known if CXCR1 is expressed on the apical or basolateral poles in polarized Caco-2 BBE cells or human intestinal tissue or whether the direction of TLR signalling influences the direction of IL-8 secretion.

Here we investigated IL-8 secretion in response to TLR signalling using intestinal Caco-2 BBE cells grown in the Transwell system. In this established model, Caco-2 BBE monolayers differentiate into enterocytes [11] possessing intact TJs and distinct apical and basolateral membranes. We investigated whether the location (i.e. apical or basolateral) of TLR agonists influenced the production and direction of IL-8 secretion. Additionally, we determined the localization of the CXCR1 receptor in Caco-2 BBE cells and human intestinal tissue samples and investigated the role of IL-8 autocrine signalling using transcriptomics.

## Results

### Secretion of IL-8 in polarised Caco-2 BBE cell monolayers

Stimulation of polarized Caco-2 BBE cells with Pam2CSK4 and Pam3CSK4, agonists for TLR2/6 and TLR2/1 from the apical or basolateral sides induced secretion of IL-8 predominantly into the apical compartment regardless of the location of the stimulus, although basolateral stimulation induced smaller amounts of IL-8 compared to apical stimulation. In response to apical stimulation with the TLR5 agonist flagellin, IL-8 was secreted into the apical compartment while basolateral stimulation induced very small amounts of IL-8 only in the basolateral compartment (Figure 1a).

**Figure 1:**
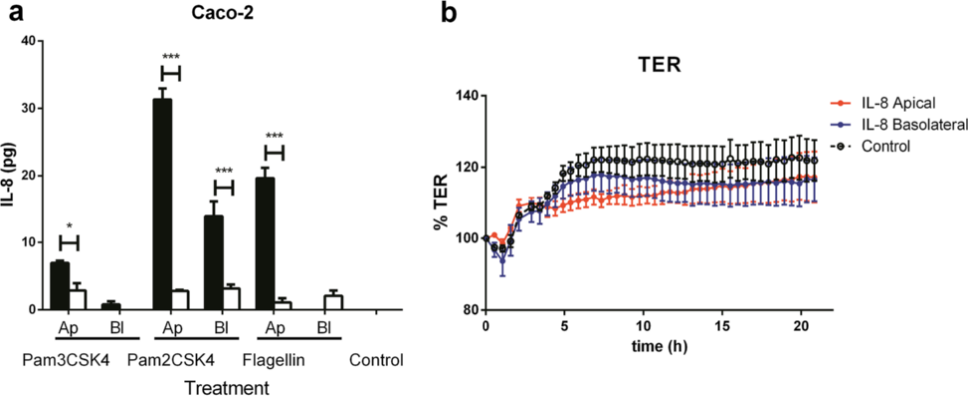
**Secretion of IL-8 in polarized Caco-2 BBE intestinal epithelial cells in response to Toll-like receptor ligands.** Caco-2 BBE **(a)** monolayers were stimulated for 24 hours from the apical (Ap treatment) or the basolateral compartment (Bl treatment) with: Pam3CSK4 (20 μg/ml), Pam2CSK4 (10 μg/ml) and flagellin (2 μg/ml). Amounts of IL-8 secreted in the apical (black bars) and basolateral (white bars) compartments are normalized to the volume of supernatant in each chamber. Error bars represent SEM (n=3). **(b)** IL-8 does not alter trans-epithelial electrical resistance (TER) in Caco-2 BBE monolayers. TER of Caco-2 BBE polarized monolayers untreated (black) or incubated with 100 pg/ml IL-8 on the apical (blue) or the basolateral side (red) for 20 hours. This concentration of IL-8 was chosen because it elicited a differential transcriptional response in Caco-2 BBE cells. TER values were normalized to the initial TER value (100%) and the differences between apical and basolateral treatment and control were not statistically significant. Error bars represent SEM (n=4); *p<0.05, **p<0.01, ***p<0.001.

We ruled out the possibility that IL-8 could diffuse across the cell monolayers by adding it either to the apical or basolateral compartment and determining the concentration in each compartment after 24 hours. In the absence of cell monolayer, IL-8 rapidly equilibrated to an equal concentration in both the apical and basolateral chambers (not shown). Additionally, we demonstrated that the TJs remained intact throughout the experiment (not shown) and after apical or basolateral addition of IL-8 to Caco-2 BBE monolayers by measuring the trans-epithelial electrical resistance (TER, Figure 1b).

### CXCR1 is expressed on the apical membrane of polarized Caco-2 BBE cells

Given our observations on the apical secretion of IL-8 in IEC lines, we hypothesized that the localization of CXCR1 in polarized epithelium might be an important factor regulating IL-8-mediated autocrine signalling.

CXCR1 was localized to the apical pole of polarized Caco-2 BBE cells by confocal microscopy (Figure 2a and b). The speckled or ‘patchy’ staining for CXCR1 is suggestive of its localization in (macro)-domains, possibly microvilli. Other GPCRs and their effector proteins have shown patchy staining in cytoplasmic membrane domains of epithelial cells [12,13]. No CXCR1 staining was observed using an isotope control of the primary antibody at the same concentration as the anti-CXCR1 antibody or the secondary antibody alone as a control, indicating that fluorescence was not due to non-specific antibody binding (not shown).

**Figure 2:**
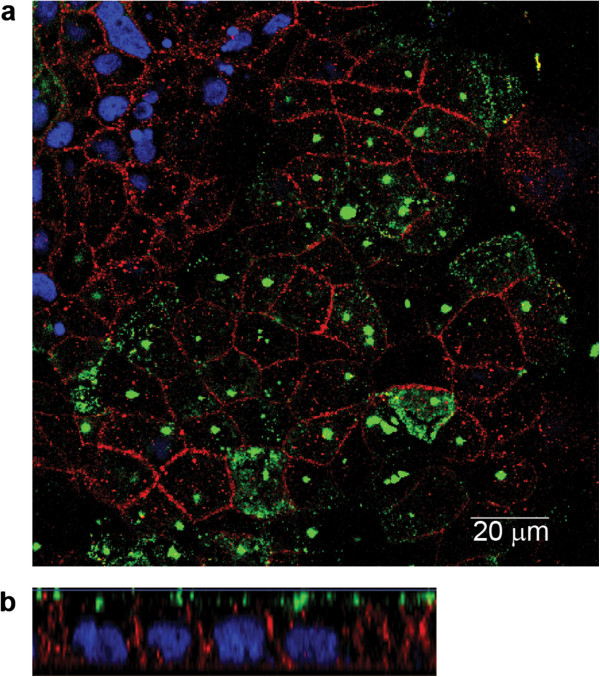
**Caco-2 BBE monolayers express CXCR1 on the apical surface.** The cellular localization of CXCR1 in Caco-2 BBE polarized monolayers visualized by immunofluorescent detection and confocal microscopy; anti-occludin (red), DRAQ5 (blue) and anti-CXCR1 (green). CXCR1 was expressed on the apical side of Caco-2 BBE monolayers. (x-y **(a)** and x-z **(b)** sections).

### In human duodenal and colonic tissues, CXCR1 is expressed on the apical surface of differentiated epithelial cells and is absent in the crypts

To investigate the localization of CXCR1 in the human intestine, tissue samples of human colon and duodenum were collected from healthy volunteers, sectioned at low temperature, processed and stained.

The absorptive enterocytes forming the epithelium and the enterocytes lining the crypts, were revealed by staining for the TJ protein occludin (red) and nuclear DNA (blue, Figure 3a-d). In the duodenum, CXCR1 was detected on the apical membrane of villus epithelial cells and not in crypt epithelium (green, Figure 3a and b). Similarly, in human colonic tissue CXCR1 was detected on the top of the epithelium and not in crypt enterocytes (green, Figure 3c and d). The surface of immune cells present in the lamina propria in colonic and duodenal tissues also stained positive for CXCR1 (Figure 3a and c).

**Figure 3:**
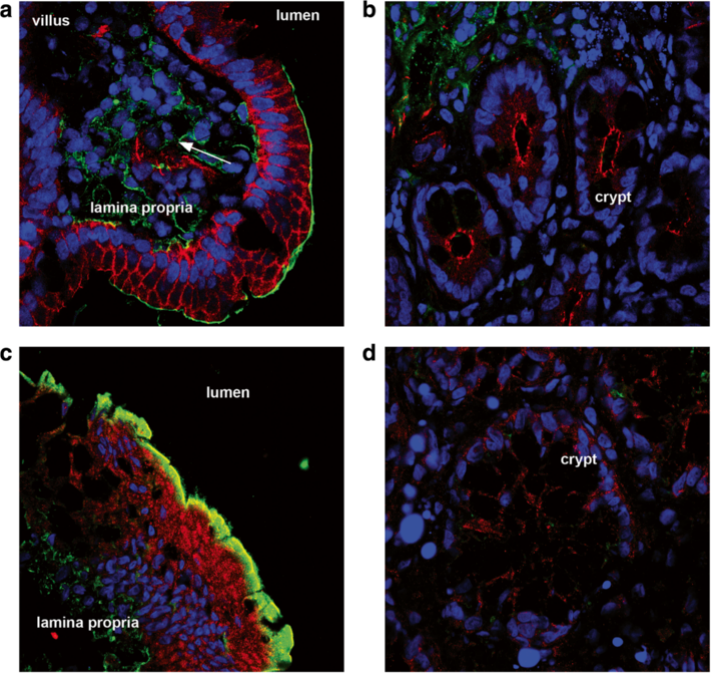
**In human duodenal and colonic tissues, CXCR1 is expressed on the apical surface of villus enterocytes and is absent in the crypts.** Duodenum and colon biopsies stained with anti-occludin (red), DRAQ5 (blue) and anti-CXCR1 (green). In villus enterocytes, CXCR1 is located on the apical membrane (sections of duodenum **(a)** and colon **(c)**), and surrounding the nuclei of cells in the lamina propria (**a**, arrow). CXCR1 is absent in the enterocytes lining the crypts of duodenum **(b)** and colon **(d)**.

These results are in agreement with the known surface expression of CXCR1 in immune cells such as macrophages, dendritic cells, T cells and natural killer cells and our results with Caco-2 BBE cells.

### IL-8 autocrine signalling results in the differential expression of 859 genes

The autocrine role of IL-8 on IECs was investigated by measuring genome-wide transcriptome responses of Caco-2 BBE cells to IL-8 using the Affymetrix human whole genome expression microarrays. Polarized Caco-2 BBE cell monolayers were stimulated on the apical surface with IL-8 and, after 6 hours, total RNA was isolated for hybridization to whole genome expression microarrays. 

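Total RNA of 3 control and 3 IL-8 treated Caco-2 BBE monolayers, grown for 14 days and sampled 6 h after addition of 100 pg/ml IL-8 or medium, was hybridised to one array each. The paper states that the replicates were independent experiments and that IL-8 was given on the apical side, whereas the sample labels describe growth in multi-well plates and name no side. According to the labels 500 ng of total RNA was labelled per array, and the methods required an RNA integrity number above 8.0. The authors normalised the arrays with RMA, which corrects background, equalises the intensity distributions of the arrays and summarises the probes of a gene, using probe sets redefined by Entrez gene. The deposited values are these RMA intensities on the linear scale for 17788 probe sets, of which 62 are manufacturer's control probe sets and 17726 stand for genes. Because RMA equalises whole distributions, a change shared by most transcripts would not remain in these values. The median intensity of the gene probe sets lay between 100.5 and 101.4 on the control arrays and between 101.4 and 101.6 on the IL-8 arrays. Values were converted to log2, control probe sets were set aside, and IL-8 was compared with control by limma's moderated test on the 17726 genes, with Benjamini-Hochberg adjustment. A gene is described here as higher or lower where its unadjusted p was under 0.02, the threshold used in the paper, and 0.02 of the genes tested would be 355 genes by chance. Gene groups were compared with all other genes by camera with a preset correlation of 0.01 between members, and the adjusted p of a group covers 27 groups. The number of arrays, 3 per group, limits the precision: the 95% interval of a gene's log2 fold change reached 0.14 to either side in the median gene.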

Quality control of the hybridisations and primary data analysis were performed according to strict criteria (Additional file 1) to ensure that the array data were of the highest possible quality.

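Log2 intensities of 2 arrays differed across genes with an SD of 0.133 to 0.153 within groups and of 0.137 to 0.171 between groups. The lowest Pearson correlation across genes was 0.9975, between control replicate 3 and IL-8 replicate 2. The control probe sets give a reading of RNA and hybridisation quality. The 3 probe sets along GAPDH, a glycolytic enzyme, had log2 fold changes of -0.025 at the 5′ end, -0.048 in the middle and -0.034 at the 3′ end. Those along ACTB, beta-actin, had log2 fold changes of 0.37 (standard error 0.085) at the 5′ end, 0.16 (standard error 0.060) in the middle and 0.082 (standard error 0.050) at the 3′ end. The 5′ minus 3′ signal of ACTB was -1.42 ± 0.13 (SD, n = 3) on log2 scale in control and -1.13 ± 0.12 (SD, n = 3) in IL-8 treated cells (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 arrays allow). The bacterial and phage transcripts added to the hybridisation mix were higher on the IL-8 arrays in 18 of 18 probe sets, by 0.042 to 0.14 on log2 scale, while the transcripts added to the RNA before labelling were lower in 22 of 24, with a median of -0.13.

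**Figure D1:**
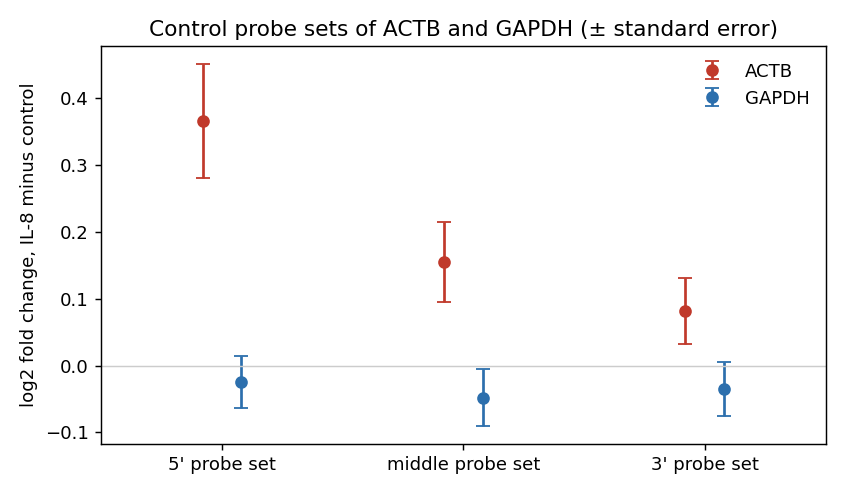
Log2 fold change, IL-8 minus control, of the control probe sets at the 5′ end, in the middle and at the 3′ end of ACTB (red) and GAPDH (blue). Points are limma estimates from 3 arrays per group and bars are standard errors. ACTB goes from 0.37 at the 5′ end to 0.082 at the 3′ end, and GAPDH stays between -0.048 and -0.025.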

Stimulation of Caco-2 BBE cells with IL-8 resulted in the differential expression of 859 genes (P<0.02; Additional file 2: Table S1). 

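At an unadjusted p under 0.02, 857 of 17726 genes differed between IL-8 and control, 384 higher and 473 lower with IL-8. The changes were small: the median size was 0.20 on log2 scale, a 1.15-fold change, 197 genes changed 1.2-fold or more and 0 changed 1.5-fold. Among genes with no overlap between the arrays of the groups, the 10 largest increases included KIAA0754 (log2 fold change 0.50), the zinc finger gene ZNF785 (0.47), LMOD2, which encodes the actin-binding protein leiomodin 2 (0.45), LRCH3 (0.41) and the transcription factor gene ONECUT3 (0.40). The 10 largest decreases included PAGE4 (log2 fold change -0.57), NMU, which encodes the neuropeptide neuromedin U (-0.54), TNFSF14, which encodes the cytokine LIGHT (-0.49), PPP4R2, a regulatory subunit of protein phosphatase 4 (-0.45), EML6 (-0.44) and the sialyltransferase gene ST6GALNAC1 (-0.44). PPP4R2 went from an intensity of 330.2 ± 20.5 (SD, n = 3) to 242 ± 12.6 (SD, n = 3) and EML6 from 170.3 ± 9.03 (SD, n = 3) to 125 ± 6.66 (SD, n = 3). KIAA0754 (13.5 in control and 19.1 with IL-8), LMOD2 (15.6 and 21.3) and NMU (22.8 and 15.8) had mean intensities below the lower quartiles of the arrays, 27.0 to 28.0, and the table carries no detection calls. With an array left out, PAGE4 was under 0.02 in 2 of 6 cases (highest p 0.0357) and ONECUT3 in 3 (highest p 0.0443). Arrays of the groups did not overlap in 847 of the 857 genes, and in 18.7% of all genes, where chance gives 10%. After Benjamini-Hochberg adjustment limma called 0 genes at 0.05, with 1959 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.371. Without IL-8 replicate 2 the count at 0.02 was 559, and with arrays scaled to the controls added to the hybridisation mix, a setting chosen after seeing the data, it was 1911, 26 higher and 1885 lower.

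**Figure D2:**
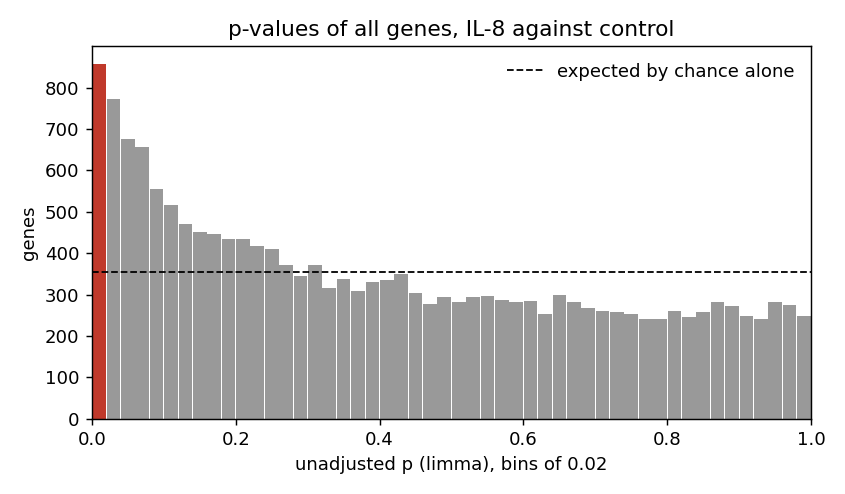
Number of genes in each bin of the unadjusted limma p, IL-8 against control, in bins 0.02 wide. The dashed line is the 355 genes per bin that chance alone would give. The first bin (red) holds 857 genes and the next one 772.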

As gene set comparisons and pathway reconstruction from differentially expressed genes are far more informative than their tabulated up- or down-regulation [14], four complementary *in silico* approaches were employed to deduce the biological significance of the array data set. These approaches relate changes in gene expression to cellular pathways and processes modulated by transcriptional networks, and show how these are interacting towards common cellular processes.

### Gene ontology enrichment analysis and protein-protein interaction network of differentially expressed genes

To identify the strongest transcriptome changes of Caco-2 BBE cells in response to IL-8, we first performed Gene Ontology (GO) enrichment analysis using the software tool ErmineJ. This software identifies functional groups in which the differentially expressed genes are statistically overrepresented. 

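The lipoprotein category of Table S2 (lipoprotein biosynthetic process) held 54 measured genes, of which 3 were higher and 5 lower with IL-8 at an unadjusted p under 0.02. MTTP, whose product loads lipid onto apolipoprotein B, was lower (log2 fold change -0.31), and of the genes in it that serve the glycosylphosphatidylinositol (GPI) anchor of membrane proteins, 3 were higher, PIGW (0.27), PIGX (0.18) and DPM2 (0.13), and 3 were lower, among them PIGK (-0.15). In regulation of protein secretion, 2 of 45 genes were higher and 6 lower, among them the gene of the cytokine TNF (-0.25). In chromosome segregation, 1 of 64 was higher and 5 lower, among them CENPF, a kinetochore protein gene (-0.18), and in positive regulation of gene-specific transcription 4 of 60 were higher and 1 lower. The response to virus category was not analysed here because its member list is incomplete in the copy used, but of 33 interferon-stimulated genes EIF2AK2, which encodes the antiviral kinase PKR, was higher (0.25), IRF9 (-0.15) and OAS3 (-0.15) were lower and 30 did not pass (camera adjusted p = 0.679). Of 241 categories in Table S2, 116 have a complete member list in the copy used, and their mean -log10 p was compared with 10000 random gene sets. The adjusted p over the 116 was 0.0174 for lipoprotein biosynthesis (mean -log10 p 0.895), 0.0217 for phosphoinositide biosynthesis, 0.0505 for protein secretion, 0.0505 for chromosome segregation and 0.0813 for transcription. The study chose these categories on the same arrays, so the values are not independent evidence. Lipoprotein and phosphoinositide biosynthesis also share the GPI anchor genes past an unadjusted p of 0.02, so they are not separate signals. The smallest adjusted p of lipoprotein biosynthesis over the comparisons that leave out an array was 0.0116, and it was at an adjusted p of 0.0992 without control replicate 3, 0.0812 without IL-8 replicate 1, 0.0674 without IL-8 replicate 2, 0.0786 without IL-8 replicate 3 and 0.0554 with arrays scaled to the controls added to the hybridisation mix. For phosphoinositide biosynthesis it was 0.0707 without control replicate 2, 0.175 without control replicate 3, 0.117 without IL-8 replicate 1, 0.0913 without IL-8 replicate 2, 0.0786 without IL-8 replicate 3 and 0.377 with that scaling.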

Caco-2 BBE genes involved in lipoprotein biosynthesis, protein transport and secretion, response to virus, regulation of transcription and the cell cycle showed the strongest changes upon stimulation by IL-8 (Additional file 3: Table S2). To identify the gene regulatory networks driving these changes, a protein-protein interaction network was generated using the software platform Cytoscape [15] and overlaid with expression data using the differentially expressed genes as input. In this protein-protein interaction network, the nodes represent proteins encoded by genes that were differentially expressed. 

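Of the genes that the paper discusses from its network, 10 are compared here, and all were past an unadjusted p of 0.02, 7 higher and 3 lower with IL-8, by 0.13 to 0.29 on log2 scale. EP300, ACTB, CREBBP, PPARD, CDH1, PTPRM and HDAC1 were higher, and EZR, CBX5 and CDC42 were lower. CBX5 (Entrez gene 23468), which encodes heterochromatin protein 1 alpha, had an intensity of 309 ± 10.1 (SD, n = 3) in control and 273 ± 16.4 (SD, n = 3) in IL-8 treated cells, a log2 fold change of -0.18 (standard error 0.057, limma adjusted p = 0.411). In each of the 10 genes every IL-8 array lay outside the range of the control arrays, as in 847 of all 857 genes past this threshold. Table S1 places CREBBP and CDH1 on chromosome 16, HDAC1 and CDC42 on chromosome 1, EZR and PPARD on chromosome 6, CBX5 on chromosome 12 and PTPRM on chromosome 18. CREBBP, EP300 and PPARD stayed under 0.02 whichever array was left out, and HDAC1 stayed there in 0 of the 6 cases (highest p 0.0586). CBX5 did not without control replicate 1, control replicate 3, IL-8 replicate 1 or IL-8 replicate 3 (highest p 0.051). With arrays scaled to the controls added to the hybridisation mix, all 10 kept their direction but the 7 higher genes were no longer under 0.02. That scaling lowers every log2 fold change by about 0.095, less than the smallest change here (0.13), so the kept direction is no test.

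**Figure D3:**
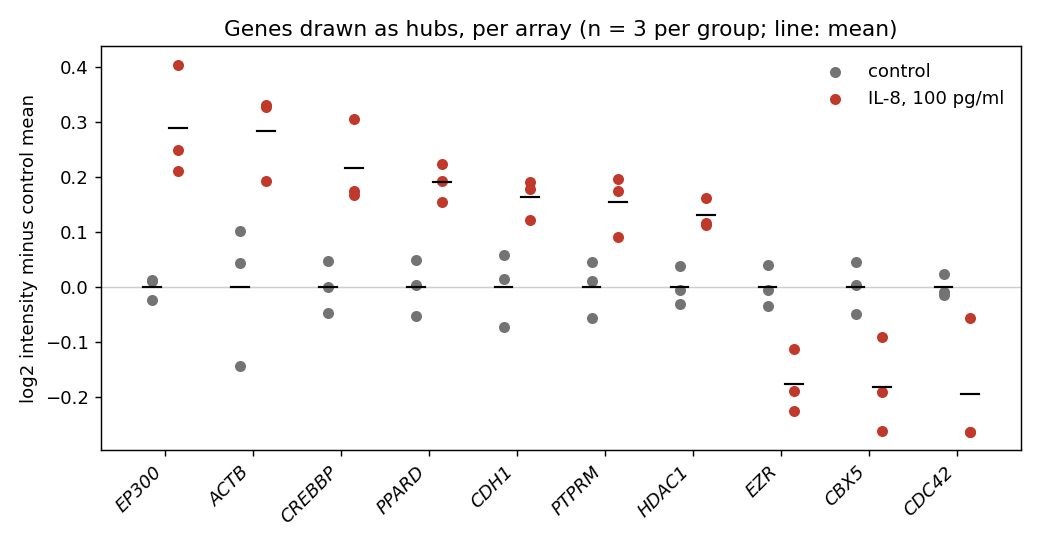
Log2 intensity of each array minus the mean of the control arrays for 10 network genes, control in grey and IL-8 in red, with the mean of 3 arrays as a line. The 3 IL-8 arrays lie from 0.21 to 0.40 for EP300 and from -0.26 to -0.056 for CDC42.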

Inspection of this network (Figure 4) showed that the genes with the higher number of interactions were as follows: cAMP responsive element binding (CREB) binding protein (CREBBP), E1A-binding protein p300 (EP300), histone deacetylase 1 (HDAC1), chromobox homologue 5 (CBX5), epithelial E-cadherin (CDH1), ezrin (EZR), beta-actin (ACTB) and cell division cycle 42 (CDC42).

**Figure 4:**
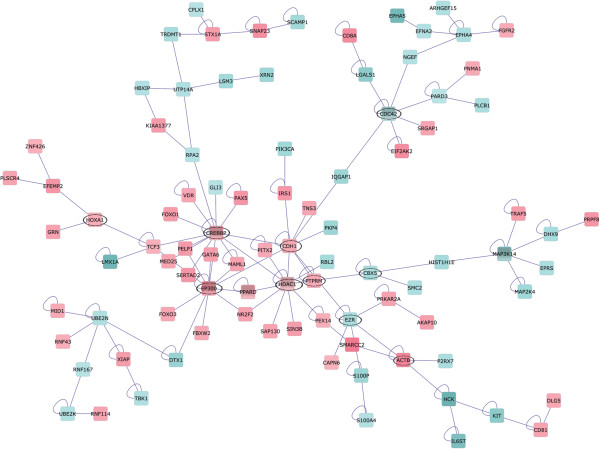
**Network showing interactions between proteins encoded by genes differentially expressed after stimulation of Caco-2 BBE cell monolayers with IL-8.** This network includes only differentially expressed genes that encode for proteins interacting with other proteins. Up-regulated genes are shown in shades of red and down-regulated genes in shades of blue; the intensity reflecting the fold-change. Note that the genes encoding the most connected proteins in the central part of the network (CREBBP, EP300, PPARD and HDAC1) were all up-regulated; these genes encode transcriptional regulators involved in lipid metabolism and cell differentiation. The network illustrates the core transcriptome changes modulating downstream processes including cell migration, signalling and differentiation.

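EP300 (Entrez gene 2033), a histone acetyltransferase, had an intensity of 265 ± 3.73 (SD, n = 3) in control and 324 ± 23.3 (SD, n = 3) in IL-8 treated cells, a log2 fold change of 0.29 (standard error 0.059, limma adjusted p = 0.371). Its paralogue CREBBP (Entrez gene 1387) went from 154 ± 5.11 (SD, n = 3) to 179 ± 9.82 (SD, n = 3), a log2 fold change of 0.22 (standard error 0.055, limma adjusted p = 0.374). PPARD (Entrez gene 5467), the gene of a fatty acid-activated nuclear receptor, went from 176 ± 6.27 (SD, n = 3) to 201 ± 4.75 (SD, n = 3), a log2 fold change of 0.19 (standard error 0.047, limma adjusted p = 0.372). HDAC1 (Entrez gene 3065) went from 1037 ± 24.9 (SD, n = 3) to 1136 ± 21.5 (SD, n = 3), a log2 fold change of 0.13 (standard error 0.043, limma adjusted p = 0.411). For HDAC1 this is a 1.09-fold difference, and its unadjusted p was 0.018.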

The genes CREBBP, EP300, CBX5, and HDAC1 encode coactivators and chromatin modification enzymes required for remodelling of tissue-specific gene loci and the activities of key transcriptional regulators during cell growth and differentiation [16,17]. 

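Of 29 measured chromatin coactivators, remodellers and deacetylases, 6 were higher and 1 was lower with IL-8 at an unadjusted p under 0.02, and 22 did not pass. Besides EP300, CREBBP and HDAC1, the higher genes were SMARCC2, a core subunit of the SWI/SNF chromatin remodelling complex (log2 fold change 0.32, the intensity going from 350 to 436), and SIN3B (0.20) and SAP130 (0.18), subunits of SIN3 deacetylase complexes. SAP130 was named after its value was seen. CBX5 was the lower one. Against all other genes the group had an adjusted p of 0.154 by camera, and of 0.916 with an estimated correlation between members. 0 members had an adjusted p under 0.05 over all genes and 1, EP300, when adjusted over the list alone (0.0447), but EP300, CREBBP, HDAC1 and CBX5 are genes that the study names from these arrays, so their direction is not independent evidence.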

CREBBP was up-regulated (red, Figure 4) in response to IL-8 and its overexpression in primary cultures of smooth muscle cells inhibits cell cycle progression [18]. The genes CDC42 and EZR were down-regulated in IL-8 treated cells suggesting decreased proliferation [19,20]. 

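CDC42 (Entrez gene 998), a GTPase, had an intensity of 38.4 ± 0.570 (SD, n = 3) in control and 33.6 ± 2.85 (SD, n = 3) in IL-8 treated cells, a log2 fold change of -0.19 (standard error 0.065, limma adjusted p = 0.411). EZR (Entrez gene 7430), which encodes ezrin, went from 2086 ± 54.8 (SD, n = 3) to 1846 ± 74.1 (SD, n = 3), a log2 fold change of -0.18 (standard error 0.049, limma adjusted p = 0.384). Of 34 measured genes of proliferation and the cell cycle, 0 were higher and 2 were lower, CENPF (-0.18) and the mitotic kinesin gene KIF20A (-0.16), and 32 did not pass. CCNB2, a mitotic cyclin gene (log2 fold change -0.12, unadjusted p = 0.0394), and the spindle checkpoint gene BUB1 (-0.16, unadjusted p = 0.0409) came next. Of 15 cell cycle inhibitors 0 were higher and 1, the retinoblastoma family gene RBL2 (-0.20), was lower. The adjusted p by camera was 0.679 for each of the 2 groups, and no member of either had an adjusted p under 0.05, over all genes or adjusted over the list alone. Of the 6 comparisons that leave out an array, CDC42 was under an unadjusted p of 0.02 in that without IL-8 replicate 1 (highest p 0.0648) and EZR in those without control replicate 2 and without IL-8 replicate 2 (highest p 0.0293).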

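CDH1 (Entrez gene 999), which encodes E-cadherin, had an intensity of 617 ± 28.1 (SD, n = 3) in control and 690 ± 17.5 (SD, n = 3) in IL-8 treated cells, a log2 fold change of 0.16 (standard error 0.050, limma adjusted p = 0.411). PTPRM (Entrez gene 5797), a receptor phosphatase that binds its like on the next cell, went from 534 ± 18.9 (SD, n = 3) to 595 ± 22.8 (SD, n = 3), a log2 fold change of 0.15 (standard error 0.050, limma adjusted p = 0.411). ACTB (Entrez gene 60) went from 4638 ± 403 (SD, n = 3) to 5637 ± 303 (SD, n = 3), a log2 fold change of 0.28 (standard error 0.075, limma adjusted p = 0.374), and its control probe set at the 3′ end had a log2 fold change of 0.082 (limma adjusted p = 0.551). Of 20 measured genes of adherens junctions and desmosomes, CDH1 and PTPRM were higher, DSC2, a desmosomal cadherin gene (-0.21), and PKP4, a junction plaque protein gene (-0.22), were lower, and 16 did not pass. Of the 20, 13 lay above 0 (median 0.039, camera adjusted p = 0.229). With arrays scaled to the controls added to the hybridisation mix the median was -0.056. That scaling lowers every log2 fold change by the same amount, so the change of sign is no test of this group. Of 29 tight junction genes 0 were higher and 1 was lower, the polarity gene PARD3 (-0.12; camera adjusted p = 0.679). Of 33 genes of the actin cytoskeleton and cell migration, ACTB was higher and 4 were lower, EZR, CDC42, the scaffold gene IQGAP1 (-0.21) and the integrin gene ITGA6 (-0.14; camera adjusted p = 0.615). None of these 3 groups had a member at an adjusted p under 0.05, over all genes or adjusted over the list alone, and CDH1, PTPRM, ACTB, EZR and CDC42 are genes that the study names from these arrays, so their direction is not independent evidence. With an array left out, CDH1 was under an unadjusted p of 0.02 only without control replicate 2 or IL-8 replicate 3 (highest p 0.0471) and PTPRM only without control replicate 2 or IL-8 replicate 1 (highest p 0.0591), and ACTB was not without IL-8 replicate 1 or IL-8 replicate 2 (highest p 0.0236).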

The genes CDH1, PTPRM (protein tyrosine phosphatase, receptor type, M), EZR and ACTB encode structural proteins that mediate cell-cell contact (CDH1 and PTPRM), define cell shape (ACTB) or act as intermediates between plasma membrane and actin cytoskeleton (EZR). Decreased EZR expression (discussed above) was previously linked to up-regulation of E-cadherin (CDH1) as observed in this study. HOXA1, a downstream effector of E-cadherin-directed signalling, was up-regulated by IL-8 (red, Figure 4), presumably due increased E-cadherin ligation. Taken together, the protein network responses suggest that IL-8 signalling is involved in the regulation of cell differentiation (structural proteins and cell-cell contact signalling) and lipid metabolism but not proliferation.

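Markers of enterocyte differentiation and the brush border were, where they differed, lower with IL-8: of 32 measured, 0 were higher, 3 were lower and 29 did not pass an unadjusted p of 0.02. The lower ones were KRT20, a keratin of differentiated enterocytes (log2 fold change -0.32, intensity 537 in control and 431 with IL-8), MTTP, at 1006 in control and 810 with IL-8, and the brush border enzyme gene TREH (-0.23). CDHR5, a brush border cadherin gene, had a log2 fold change of 0.18 (unadjusted p = 0.0534). Of 33 genes of fatty acid and glycerolipid synthesis, PPARD alone was higher and 0 were lower, and GPAM, the first enzyme of glycerolipid synthesis, had a log2 fold change of -0.14 (unadjusted p = 0.0242). Of 23 cholesterol synthesis genes 0 were higher and 0 lower, with CYP51A1 at 0.13 (unadjusted p = 0.0341). The camera adjusted p was 0.297 for the enterocyte group, 0.396 for fatty acid and glycerolipid synthesis and 0.679 for cholesterol synthesis, and no member passed an adjusted p of 0.05 over all genes or adjusted over the list alone. For the enterocyte group it was 0.0249 without control replicate 3, the lowest of the comparisons that leave out an array. With an estimated correlation between members it was 0.916. From the direction of network genes, among them higher CREBBP, EP300, PPARD, HDAC1 and CDH1 and lower CDC42 and EZR, the paper proposes that IL-8 acts on differentiation and lipid metabolism and not on proliferation.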

### Gene ontology categories network of differentially transcribed genes

To characterize further the processes that are regulated via these protein-protein interaction networks, we performed a GO enrichment analysis of all differentially regulated genes and visualized the interconnections between GO categories (Figure 5). The GO enrichment analysis identified three interconnected networks. The two smallest networks included GO categories involved in positive regulation of signal transduction and intracellular protein kinase cascade (top centre in Figure 5) and GO categories involved in cell morphogenesis and development (centre right in Figure 5). The largest network consisted of a central region that included GO categories involved in lipid biosynthetic processes including lipid kinase activity. This central region was connected to sub-networks consisting of GO categories involved in cyclin-dependent protein kinase activity and MAP kinase activity (top left in Figure 5), protein secretion and epithelial morphogenesis (bottom left/centre in Figure 5) and activation of phospholipase C (PLC) activity (bottom centre/right in Figure 5) which results from GPCR signalling. 

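Genes of the GPI anchor, a glycolipid built on phosphatidylinositol, went both ways: of 28 measured, 3 were higher, 3 were lower and 22 did not pass, with a camera adjusted p of 0.931. PIGW, an inositol acyltransferase gene, went from an intensity of 203 ± 7.97 (SD, n = 3) in control to 245 ± 23.5 (SD, n = 3) with IL-8, and PIGK, a subunit of the transamidase that attaches the anchor, from 360.1 to 324. In phosphoinositide biosynthesis, a category of Table S2 with 39 measured genes, 4 were higher and 3 lower. All of these except CD81 (0.18) are the GPI anchor genes just counted, which lipoprotein biosynthesis also holds. The counts are not independent evidence, as the study chose the category on these arrays.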

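Upstream kinases of the MAP kinase cascade were lower with IL-8: of 31 measured genes, 0 were higher, 3 were lower and 28 did not pass an unadjusted p of 0.02. MAP3K14, the NF-κB-inducing kinase gene, had a log2 fold change of -0.31 (intensity 41.1 in control and 33.3 with IL-8), MAP2K4 of -0.21 (322 and 278) and MAP2K6 of -0.15 (204 and 184), and MAP2K7 had one of 0.11 (unadjusted p = 0.0419). As a group they did not pass against all other genes (camera adjusted p = 0.679). 0 members had an adjusted p under 0.05 over all genes and 1, MAP3K14, when adjusted over the list alone (0.0451).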

The latter was expected, as it is known that CXCR1 is a GPCR. These GO categories correlated well with the enriched categories found using ErmineJ.

**Figure 5:**
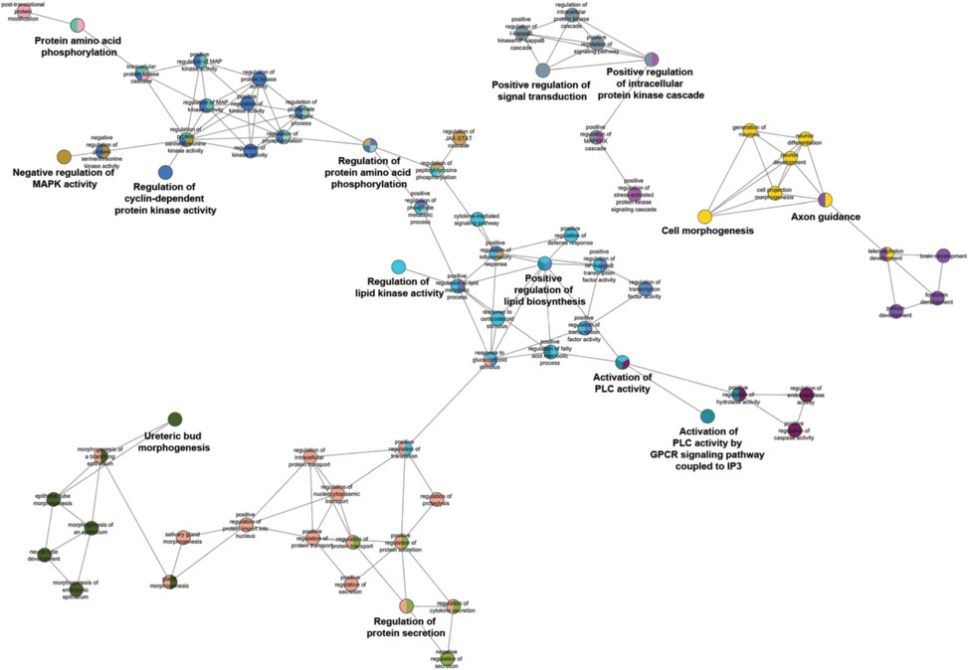
**Network showing linked GO categories representing the functional annotation of the genes that were differentially transcribed in Caco-2 BBE cells after stimulation with IL-8.** Gene ontology (GO) terms make up a formal vocabulary to describe gene functions. This network illustrates the biological processes corresponding to the transcriptome changes. Note that these GO categories exemplify cell migration, signalling and differentiation and therefore correlate well with the core protein-protein interaction network depicted in Figure 4 (see text for details). MAPK, MAP kinase; PLC, phospholipase C; GPCR, G protein-coupled receptor; IP3, inositol 1,4,5-trisphosphate.

## Discussion

In IECs, IL-8 expression is known to be induced by proinflammatory cytokines, TLR signalling and cellular stress [2,21]. Basolateral secretion of IL-8 plays a role in the recruitment of neutrophils from the vasculature to sites of infection or tissue injury [1]. IL-8 can be measured in rectal dialysates of healthy subjects [9] suggesting that it can be apically secreted in the intestine. The polarized secretion of IL-8, IL-1 and IL-6 has been reported in epithelial cell lines of different tissue origin [22-24]. However, it is not known if TLR signalling can induce vectorial secretion of IL-8 in IECs. To investigate whether IECs secrete IL-8 apically in response to TLR signalling, we stimulated polarised Caco-2 BBE cell monolayers grown in the Transwell system with TLR agonists applied from the apical or basolateral side and we measured the concentration of IL-8 in the two compartments. Caco-2 BBE cells were most responsive to TLR2/1, TLR2/6 and TLR5 agonists applied to the apical membrane (Figure 1a) which is compatible with the apical localization of TLR2 and TLR5 in humans and Caco-2 cells [7,8]. Additionally, in Caco-2 BBE cells, most of the IL-8 secreted in response to TLR agonists was located in the apical compartment (Figure 1a).

These results show that Caco-2 BBE cells can secrete IL-8 apically in response to TLR2 and TLR5 signalling. We speculate that *in vivo* the steady-state activation of TLRs by microbe associated molecular patterns of commensal bacteria may account for the luminal IL-8 measured in healthy subjects [9]. Further support for this hypothesis comes from our data showing apical staining of the IL-8 receptor CXCR1 in Caco-2 BBE cells and human intestinal tissue (Figures 2 and 3). Previously, CXCR1 and CXCR2 were reported to be minimally, if at all, expressed in Caco-2 cells using RT-PCR [25]. However, in agreement with our own results, Sturm et al., demonstrated the expression of CXCR1 in Caco-2 cells [3]. The reasons for this discrepancy are not clear but may relate to the primer efficiency or the use of a different Caco-2 cell clone. It may also be due to the differentiation state of the cells as we only observed CXCR1 staining on differentiated epithelial cells and not in crypt epithelial cells in colon and ileal biospies *ex vivo.* In the intestine, apically secreted IL-8 might therefore have an autocrine function.

To gain more insights into the role of IL-8 autocrine signalling, we performed a microarray analysis of Caco-2 BBE cells treated with 100 pg/ml IL-8. Although some *in vitro* studies use up to 50 ng/ml of IL-8 for *in vitro* studies [3], we chose to use 100 pg/ml as this is similar to the amounts secreted by Caco-2 BBE monolayers in cell culture. It is difficult to predict the amount IL-8 present in the lumen of the healthy human intestine but rectal dialysates of healthy human subjects have been shown to contain approximately 20 pg/ml of IL-8 after 4 hours dialysis [9]. Statistical analysis of the transcriptome data revealed that 859 genes were differentially expressed. The differentially expressed genes were analysed using GO enrichment analysis to identify the functional categories of genes that were significantly altered by IL-8 signalling. Additionally, a protein-protein interaction network and GO categories network of differentially expressed genes was used to visualize the interactions between different processes altered by IL-8 treatment. 

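Of 35 measured genes of G protein and phospholipase C signalling, 0 were higher, 3 were lower and 32 did not pass an unadjusted p of 0.02 after 6 h of IL-8. Transcript levels of these genes do not measure whether the signalling was active. PLCB1, a phospholipase C beta gene, went from an intensity of 197 ± 7.31 (SD, n = 3) in control to 174 ± 2.62 (SD, n = 3), a log2 fold change of -0.18, its paralogue PLCB4 had a log2 fold change of -0.28 at intensities of 14.6 and 12.0, and GNG12, a G protein gamma subunit gene, one of -0.27. ITPR2, an inositol trisphosphate receptor gene, had a log2 fold change of 0.15 (unadjusted p = 0.0242). The median of the group was 0.034 and 25 of its 35 members lay above 0, with a camera adjusted p of 0.313. With arrays scaled to the controls added to the hybridisation mix the median was -0.061. That scaling lowers every log2 fold change by the same amount, so the change of sign is no test of this group. No member had an adjusted p under 0.05, over all genes or adjusted over the list alone.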

The microarray data support the hypothesis that IL-8 induces GPCR signalling in Caco-2 BBE cells. 

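Of 29 measured genes of the phosphatidylinositol 3-kinase and AKT pathway, 4 were higher with IL-8, 1 was lower and 24 did not pass. The lower gene was PIK3CA, the catalytic subunit p110 alpha (log2 fold change -0.21, intensity 357 in control and 309 with IL-8). The higher ones were the adaptor gene IRS1 (0.21), the transcription factor genes FOXO1 (0.20) and FOXO3 (0.17), whose products AKT keeps out of the nucleus, and INPPL1, a phosphatase gene that removes a phosphate from the lipid product of the kinase (0.17). FOXO3 was named after its value was seen. With an array left out, FOXO1 was under an unadjusted p of 0.02 in 1 of 6 cases (highest p 0.0380) and IRS1 in 2 (highest p 0.0473). PIK3CA was so in 2 (highest p 0.0302) and INPPL1 in 3 (highest p 0.0359). The camera adjusted p of the group was 0.526, and no member had an adjusted p under 0.05, over all genes or adjusted over the list alone. Activity of the kinase was not measured, and these transcript levels do not test it.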

The GO categories network indicates activation of PLC, formation of the second messenger inositol 1,4,5-trisphosphate, activation of phosphatidylinositol 3-kinase and consequent generation of phosphatidylinositol 3-phosphate (bottom right of GO categories network, Figure 5). The microarray analyses suggested that IL-8 induces an increase in cell-cell contact, cell adhesion and cell survival. In particular the gene network involved in E-cadherin regulation may play a role in the formation of epithelial cell-cell junctions and differentiation of epithelial cells after migration [26]. 

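Of 31 measured genes of apoptosis and survival, 1 was higher with IL-8, 2 were lower and 28 did not pass an unadjusted p of 0.02. XIAP, an inhibitor of caspases, was higher (log2 fold change 0.20, intensity 312 in control and 359.6 with IL-8), and the pro-apoptotic BH3-only genes PMAIP1 (-0.23) and BIK (-0.24) were lower. CFLAR, an inhibitor of death receptor signalling, had a log2 fold change of 0.22 (unadjusted p = 0.0221). As a group these genes had a camera adjusted p of 0.931, and no member passed an adjusted p of 0.05 over all genes or adjusted over the list alone.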

The E-cadherin–catenin complex has been shown to be a crucial to the regulation of cell adhesion, polarity, differentiation, migration, proliferation, and survival of IECs [27].

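Markers of crypt stem cells were, where they differed, higher with IL-8: of 17 measured, 3 were higher, 0 were lower and 14 did not pass an unadjusted p of 0.02. These were OLFM4 (log2 fold change 0.22, at intensities of 9.68 and 11.3), LRIG1 (0.12) and RNF43 (0.14), a ubiquitin ligase gene that restrains WNT receptors. Of 27 goblet, Paneth and enteroendocrine markers 0 were higher and 1 was lower, the granin gene CHGB (-0.25), and ATOH1, the transcription factor gene of the secretory lineage, had a log2 fold change of -0.21 (unadjusted p = 0.0249). The camera adjusted p was 0.0677 for the crypt group and 0.229 for the secretory group, and no member of either passed an adjusted p of 0.05, over all genes or adjusted over the list alone. The median of the crypt group was 0.041, and -0.054 with arrays scaled to the controls added to the hybridisation mix. That scaling lowers every log2 fold change by the same amount, so the change of sign is no test of this group. With an array left out, OLFM4 was under an unadjusted p of 0.02 in 2 of 6 cases (highest p 0.0341), RNF43 in 1 (highest p 0.0539) and LRIG1 in 0 (highest p 0.0487). The adjusted p of the group was 0.0495 with array weights and 0.0477 with a further quantile normalisation. It was 0.0231 without control replicate 3, 0.0237 without IL-8 replicate 1 and 0.308 without control replicate 1. With an estimated correlation it was 0.916, a value that most of the 27 lists shared after adjustment. The correlation estimated for the crypt group was -0.0006, and the group's unadjusted camera p was then 0.040.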

The microarray data also suggests that IL-8 is involved in the regulation of cell differentiation rather than proliferation. In this respect, it is also relevant that CXCR1 was expressed only on the differentiated and non-proliferative epithelial cells in the small intestine and colon and not in crypt enterocytes (Figure 3). Thus, IL-8 secreted in the lumen, for example in response to commensal antigens, would not have an effect on the differentiating cells that migrate upwards from the bottom of the crypts. Previously, IL-8 was reported to induce proliferation, differentiation and CXCR1-dependent migration in Caco-2 BBE cells [3,10]. Although the effect on of IL-8 on epithelial cell proliferation is controversial [3] and was not confirmed by our own microarray data, overall the published data and our own work suggests a role for IL-8 in epithelial restitution. Our observation on the apical location of CXCR1 in human intestinal tissues and our microarray data lend support to the hypothesis that IL-8 has an autocrine function *in vivo*. We speculate that apical secretion of IL-8 would help to initiate pathway responses in restitution prior to any potential loss of epithelial integrity, e.g. because of bacterial invasion or toxin production. In this respect, it is relevant that addition of IL-8 to the apical or basolateral side of an intact epithelial barrier had no significant effect on TER over a period of at least 20 hours (Figure 1b). This suggests that IL-8 mediated autocrine signalling would not affect the viability, permeability or integrity of an intact epithelium.

Interestingly, the effects of IL-8 on proliferation, differentiation and migration have also been shown using fetal IECs [10]. As significant concentrations of IL-8 are found in milk and amniotic fluid, it was suggested that IL-8 might have an additional role in the developing intestine [10]. A similar autocrine role has been proposed for CCL20, which is also induced by inflammatory pathways in epithelial cells. CCL20 binds to the CCR6 receptor on the apical pole of differentiated epithelial cells [12] and induces epithelial cell migration *in vitro*[28].

## Conclusion

In summary, we show for the first time that the IL-8 receptor CXCR1 is expressed on the apical membrane of differentiated epithelial cells in the human small intestine and colon. Furthermore, our data demonstrate that IL-8 is secreted from the apical pole of IEC lines in response to TLR signalling and suggest that polarized secretion of IL-8 may occur in differentiated epithelial cells of the villi in response to apical stimulation with microbe-associated molecular patterns.

## Methods

### Human materials

Human duodenum biopsies derive from the study of Troost et al., 2008 [29], this study was approved by the University Hospital Maastricht Ethical Committee, Colon biopsies were obtained from healthy subjects at the University Hospital Örebro, according to the study protocol from Brummer et al.: “Characterising intestinal microbiota and immune response in IBD, microscopic colitis and IBS”. The University Hospital Örebro Ethical committee (Dnr 2010/261) approved this study. Studies were conducted in full accordance with the principles of the ‘Declaration of Helsinki’ (52nd WMA General Assembly, Edinburgh, Scotland, October 2000). All subjects gave their written informed consent prior to their inclusion into the study.

### Cell culture

The Caco-2 BBE cell line (CRL 2102; American Type Culture Center, Manassas, VA) was maintained at 37°C in a humidified 5% CO_2_/95% O_2_ atmosphere. Caco-2 BBE cells were grown in DMEM (Invitrogen, Paisley, UK) containing Glutamax and supplemented with 10% fetal bovine serum (PAA laboratories, Colbe, Germany), 100 U/ml penicillin and 100 μg/ml streptomycin (Sigma, St. Louis, MO). Cells (between passage 55 and 74) were seeded at a density of 2.6 × 10^5^ cells/cm^2^ and grown for 14 days until they differentiated into polarized monolayers. After 14 days, the TER reached 600 to 800 Ohms/cm^2^ (Volt/Ohm-meter, World Precision Instruments, Sarasota, FL).

### Electrical resistance measurements in monolayer cell cultures

To measure the effects of IL-8 on epithelial permeability, polarized Caco-2 BBE monolayers grown in Transwell filter inserts were treated with 100 pg/ml recombinant human IL-8 (rhIL-8, R&D Systems) added to the apical or basolateral compartment and the TER was measured using a Cellzscope (Nanoanalytics) which allows the continuous and automated measurement of 24 individual filter inserts under cell culture conditions.

### IL-8 secretion

DMEM containing TLR ligands was added to cell monolayers on day 14 either in the apical or in the basolateral compartment. The stimuli were used at the following concentrations: 20 μg/ml Pam3CSK4, 10 μg/ml Pam2CSK4, 2 μg/ml flagellin (InvivoGen, San Diego, CA). After 24 hours, 75 μl samples of apical or basolateral supernatant was taken and the concentration of IL-8 was determined using a cytometric bead array (BD, San Diego, CA) following the manufacturer instruction and flow cytometry (FACS CantoII, BD). Similar findings were obtained in triplicate experiments.

### Confocal microscopy

Caco-2 BBE cell monolayers grown in transparent Transwell inserts for 14 days were fixed in 4% (weight/vol) paraformaldehyde and permeabilized with PBS containing 0.2% (vol/vol) Triton X100, 1% (vol/vol) normal goat serum and 0.1% (weight/vol) sodium azide. Samples were then incubated with primary antibodies, 1:250 of anti-occludin polyclonal antibody (Zymed, Invitrogen) and 1:100 dilution of monoclonal anti-human IL-8RA (i.e. CXCR1, R&D Systems) were added overnight at 4°C followed by a 2 hours incubation with Cy3-and Alexa 488-labeled secondary antibodies at room temperature. Nuclei were stained for 20 minutes using a dilution 1:500 of DRAQ5 (Enzo Life Sciences BVBA, Zandhoven, Belgium). Confocal images were obtained using a Zeiss LSM 510 system consisting of a Zeiss Axioskop with Plan Neofluar ×63 NA 1.3 oil objectives. Human duodenum and colon tissue sections (20 μm thick) were collected at −18°C on superfrost object glasses (Menzel-Glazer, Braunschweig, Germany) then processed and stained as described for Caco-2 BBE cells.

### RNA isolation and quality control

Caco-2 BBE monolayers grown for 14 days were treated with none or 100 pg/ml rhIL-8. After 6 hours treatment, total RNA was extracted from Caco-2 BBE cells using Trizol reagent (Invitrogen), purified using the RNeasy mini kit (Qiagen, Venlo, The Netherlands) and treated with DNase set (Qiagen) following the manufacturer’s instructions. RNA integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands) with 6000 Nano Chips according to the manufacturer’s instructions. Only RNA samples showing intact bands corresponding to the 18S and 28S ribosomal RNA subunits, no chromosomal peaks or RNA degradation products, and an RNA integrity number (RIN) above 8.0 was used for microarray hybridization.

### Affymetrix GeneChip oligoarray hybridization and scanning

Total RNA, extracted from Caco-2 BBE cells was amplified and labelled using the GeneChip 3’ IVT Express kit (cat. no. 901229) according to the manufacturer’s specifications. Three independent experimental replicates per condition were used for total RNA extraction. The correspondingly labelled RNA was hybridised to a GeneChip Hu133 Plus2 array. Detailed methods for the labelling and subsequent hybridisations to the arrays are described in the eukaryotic section of the GeneChip Expression Analysis Technical Manual, Revision 3, from Affymetrix (Affimetrix, Santa Clara, CA), and are available upon request.

### Statistical and functional analyses of microarray data

Transcriptome datasets underwent rigorous checks for quality control before the pathway and network analyses. These software packages are part of Bioconductor project (http://www.bioconductor.org) and integrated in the automated MADMAX pipeline (https://madmax.bioinformatics.nl) as described in previous publications [30]. Using the same statistical approaches we showed a good correlation between microarray and quantitative PCR (qPCR) data [14]. Thus, we did not perform qPCR analyses on these samples.

Four complementary methods were used for the functional analysis of microarray expression data: ErmineJ (GO annotation enrichment or overrepresentation; [31]), Gene Set Enrichment Analysis [32], Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com) and gene regulatory network reconstruction and analysis via Cytoscape [15]. Using these software tools, we performed: (i) identification of statistically supported overrepresentation of functional GO annotation [32], (ii) mapping of expression data onto pathways to determine their up- or down-regulation in a statistical meaningful way (IPA); (iii) projection of transcript fold-change values of co-expressed genes onto interaction maps of the corresponding proteins, and (iv) reconstruction of biologically meaningful cellular pathways and their mode of modulation (IPA and Cytoscape). Our approach of combining data outputs from one bioinformatics package with another to strengthen the analysis has been described previously [30].

### Supporting data

The microarray data and the raw cel files were deposited at GEO, platform number GSE30364 and can be accessed via the following link:

http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ddafvqiigumcupm&acc=GSE30364.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

OR, EK and JK performed the experiments. RB and MN collected the human biopsies. MM was involved in data collection. PvB performed the microarray data analysis. JvN and SvI contributed to the design of the experiments. OR and JW designed the experiments and wrote the manuscript. All the authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary Quality Control Report: Outcome of quality control analyses performed using Bioconductor (http://www.bioconductor.org).** Click here for file

Additional file 2: Table S1 List of all differentially expressed genes (P<0.02), statistics and annotations. Click here for file

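Table S1 gives for each gene the RMA intensity of every array, a signed fold change that is the ratio of the mean linear intensities, an unadjusted and an adjusted p, and annotation. The copy used here holds 745 gene probe sets and 2 control probe sets, the first of its 859 entries, sorted from the largest decrease to increases of 1.19-fold, so the largest increases are not in it. All 6 intensities of the 745 gene probe sets equal those of the deposited table within 0.01%. Each p in the copy lies within 2% of those that limma gave over all probe sets. The paper's adjusted p runs there from 0.370 to 0.412.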

Additional file 3: Table S2 Gene ontology enrichment results as executed by ErmineJ for the transcriptomes altered after incubation of Caco-2 BBE cells with CXCL8. Click here for file

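Table S2 lists Gene Ontology categories whose genes have, on average, lower p-values than random gene sets of the same size, whatever the direction of change. The raw score of a category is the mean -log10 p of its genes. Computed from the deposited intensities, the mean for preassembly of the GPI anchor was 1.15 over 16 genes, the paper's reported score being 1.15, and for regulation of the mitotic metaphase to anaphase transition 1.04 over 18 genes. Tested for change in either direction by fry, which does not compare a set with other genes, 114 of the 116 categories had an adjusted p under 0.05, but so small a p is common here: 54.9% of 1000 random sets of 45 genes, drawn after the result had been seen, had an unadjusted p under 0.05. Tested for a shift in one direction by fry, 0 of the 116 passed, with a lowest adjusted p of 0.201, and the categories are the study's own choice on these arrays.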

How the deposited data were processed for this re-analysis (not part of the article)

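RNA of Caco-2 BBE monolayers grown for 14 days was compared between 3 cultures given 100 pg/ml IL-8 for 6 h and 3 control cultures, on GeneChip Hu133 Plus2 arrays. The paper states that the replicates were independent experiments; the other experiments of the paper (IL-8 secretion, epithelial resistance, confocal microscopy, biopsies) have no values in the files used and were not analysed here.

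The authors made the deposited intensities by RMA with Entrez-gene probe sets, in a Bioconductor pipeline whose package versions and probe set version are not given in the sources used here. The deposited intensities are on the linear scale, not log2: they equal the unlogged columns of Table S1. The table holds 17788 probe sets. The 17726 gene probe sets were tested without the 62 control probe sets, whose values come from a second fit of all probe sets together. Each gene probe set is named by its Entrez gene, and 17314 took the current RefSeq symbol (GRCh38.p14 annotation, used for names and gene lengths only), 18 the platform's older symbol and 6 the symbol in Table S1, leaving 388 without a name. The platform annotation lists 16743 of them with 1 symbol each and 0 with several.

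From there, log2 was taken and limma 3.58.1 in R 4.3.3 was fitted to the 6 arrays with empirical Bayes moderation of the variance and no filter. Genes were counted at an unadjusted p under 0.02, the paper's threshold, and at a Benjamini-Hochberg adjusted p under 0.05. Intensities are given as mean ± SD on the linear scale, and log2 fold changes with standard errors are differences of mean log2 intensities. Of the 27 gene lists, each was tested with camera (preset correlation 0.01, and again with an estimated correlation) and its members were counted. With the estimated correlation most lists shared an adjusted p of 0.916, so that value does not tell them apart. Categories of Table S2 with a complete member list were scored by their mean -log10 p against 10000 random sets of the same size and tested by fry. The tests, the lists, the alternatives and the rule for named genes were set before the data were examined, except where a text says otherwise. The rule names the genes that the paper discusses from its network, with CXCR1, CXCR2 and CXCL8; the 10 largest increases and 10 largest decreases among genes at an unadjusted p under 0.02 whose arrays do not overlap between groups; and up to 4 members of each list with the lowest unadjusted p. The values of Table S1 had been seen when the rule was written. Some results for single genes are not reported here.

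The steps were tested on simulated arrays with the real means and residual SDs, 10 times, with 200 of 17726 genes changed. The simulated changes were of 0.2, 0.4, 0.6 and 1 on log2 scale, and the largest called change in the real data was -0.57. Recovery at an adjusted p may therefore be overstated for data without such large changes. For the comparison of 3 against 3 arrays, 69.4% of genes changed by 0.2 on log2 scale were recovered at an unadjusted p under 0.02 and 4% at an adjusted p under 0.05; for a change of 0.4 these were 95.8% and 57%, and for a change of 1 they were 100% and 94.6%. Of unchanged genes 2.29% had an unadjusted p under 0.02. A list of 40 genes shifted by -0.1 was called in 100% of simulations, which held no correlation between genes.

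The alternatives were the replicate number as a block, a variance trend, robust variance moderation, array weights, median centring, a further quantile normalisation, dropping the lowest 25% of genes by mean level, leaving out each array, and the ratio of linear means; scaling to the hybridisation controls and keeping control probe sets among the genes were added after the data had been seen. Figures were drawn with matplotlib 3.10.9. List members without a probe set in the deposited table were not analysed here, among them 24 of 48 cytosolic ribosomal protein genes.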

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

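The tests of ACTB by its 5′ and 3′ signal, of the hybridisation controls by the poly-A controls, and of the gene counts by other splits of the arrays were chosen after the results had been seen; the others were set beforehand. The bound used for the poly-A controls was also widened after their value had been seen, from 1 to 2 pooled SDs, because their own addition varies between arrays.

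Among the control probe sets, data that the paper does not discuss, 3 of the 62, tested together with the genes, had an unadjusted p under 0.02: the 5′ probe set of ACTB (log2 fold change 0.37), the middle probe set of bioB (0.14) and a 5′ probe set of bioD (0.14). The last 2 detect bacterial transcripts added in fixed amount to the hybridisation mix, and all 18 probe sets of that kind were higher on the IL-8 arrays. The array medians of these controls differed by 0.095 between groups with a pooled SD of 0.055, a size close to the log2 fold change of HDAC1 (0.13). An array-wide scaling difference would move the 24 poly-A control probe sets the same way, but their array medians differed by -0.13, with a pooled SD of 0.12, which argues against scaling at the bound of 1 pooled SD first set and not at the wider one. Scaling, the amounts of controls added and chance cannot be told apart with 3 arrays per group, and no biological explanation was tested, since IL-8 does not act on added transcripts.

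Of 10 splits of the 6 arrays into 3 and 3, 1 gave as many as 857 genes at an unadjusted p under 0.02, the real one, and the highest of the others gave 372. At an adjusted p under 0.05 limma called 0 genes in each of the 10, in the real one, where 1959 genes had an unadjusted p under 0.05, and in the others, whose highest count at an adjusted p under 0.05 was 0. For the Table S2 categories the real split gave 10 past an adjusted p of 0.05, with 1 split reaching that, and the highest other gave 0; the study chose the categories for low p under the real split, so this difference is set by that choice and is not evidence. 10 splits are too few for a share under 0.05.

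ACTB was higher with IL-8 by 0.28, and its 3 control probe sets showed a change that grew towards the 5′ end, from 0.082 to 0.37. A difference in the length of labelled RNA between groups would raise 5′ signal in other transcripts too. Over 6 other transcripts with 5′ and 3′ control probe sets the median change of 5′ minus 3′ signal was 0.052, with a range of -0.016 for lys to 0.29 for thr, against 0.28 for ACTB. Compression of bright signals would also make the 3′ probe set change least, and genes as bright as it had log2 fold changes with an SD 0.771 times that of genes as bright as the 5′ one, between the bounds set for and against it. Both explanations and a change of ACTB itself stay open, and cannot be told apart with 3 arrays per group.

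Respiratory complex I was the only one of the 27 lists past an adjusted p of 0.05 by camera (0.00809). The paper's text does not discuss it, but complex I is a category of its Table S2 (the paper's ErmineJ p 0.00376). The study chose that category on these arrays, so the list's result is not independent evidence. The median log2 fold change of 36 measured members was -0.072, and 28 lay below 0. NDUFS1 (-0.16) and NDUFA7 (-0.19) were lower at an unadjusted p under 0.02. With an estimated correlation the adjusted p was 0.916, and it was 0.0769 without control replicate 2 and 0.081 without IL-8 replicate 2. A bias by gene length or broad level class is argued against: the list's median lay at percentile 0 of 10000 random lists matched on both. The lowest 2.5% of these lay below -0.043. The matching used 5 level classes, so it cannot decide on a bias within the brightest genes. The list's mean level was 11.4 on log2 scale in control, and in the brightest of 10 classes 22 called genes were higher and 46 lower. Variation between arrays shared by the members stays open, since the group difference of the list mean, -0.058, was 2.08 pooled SDs, and 8 of the 10 splits of the arrays put at least 1 list past the threshold, the highest other split 2; these are too few for a share under 0.05. A lower level of complex I transcripts after IL-8 is therefore only a hypothesis.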

How the results depend on the processing

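Signal over background limits these results, as the intensities carry no detection call, and 2 settings were chosen after seeing the data: scaling to the hybridisation controls, and keeping the control probe sets. The count of 857 genes stayed within 1.5 times, at 756 to 1206, under the other settings with all arrays; it was 559 to 848 when 1 array was left out, 559 without IL-8 replicate 2, and 1911 (26 higher, 1885 lower) with scaling to the hybridisation controls, which moved the median log2 fold change of all genes from -0.0099 to -0.10 by construction. That median was -0.017 with centring and -0.0017 with quantile normalisation. The higher share of the calls, 44.8%, was 37.6% with centring and 52.7% with quantile normalisation. Under every setting 0 genes had an adjusted p under 0.05, with 1366 to 3913 genes at an unadjusted p under 0.05. The replicate numbers do not pair the arrays: same-numbered arrays deviated with correlations of 0.0136, 0.00424 and -0.00895. With the replicate block 756 genes were called, 544 of them among the 857, and 0 at an adjusted p under 0.05. Without control replicate 3, 397 of the 857 were called again.

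The number of lists past 0.05 was 1; it was 2 with a variance trend, 2 with array weights, 2 with quantile normalisation, and 0 to 4 when 1 array was left out. Adjusted p ranges with 1 array left out were 0.00103 to 0.081 for respiratory complex I, 0.0249 to 0.874 for enterocyte markers, 0.0362 to 0.56 for hypoxia and glycolysis, 0.044 to 0.381 for ribosomal proteins and 0.0231 to 0.308 for crypt markers. Ribosomal proteins reached 0.00721 with a variance trend, and crypt markers 0.0495 with array weights and 0.0477 with quantile normalisation. Of the Table S2 categories 10 passed; 21 did with the replicate block, 68 with a variance trend, 25 with array weights, 27 with quantile normalisation, 26 with scaling to the hybridisation controls, and 0 to 18 when 1 array was left out (0 without control replicate 3, IL-8 replicate 1 or IL-8 replicate 2). The cause of these differences was not tested. camera has no robust option, so that setting was not run for lists. Of 80 called genes taken by the rule for named genes, 0 changed direction in the settings where they were tested (66 of them with the lowest 25% dropped). The kept direction largely follows from the selection and is no test. In all of them except P4HA1 the arrays of the groups did not overlap, so leaving out an array cannot reverse them. Of the 80, 40 stayed under 0.02 without IL-8 replicate 1 and 80 with robust moderation.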

Differences from the paper's values

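The unadjusted p of 13 categories of Table S2 differ from the paper's. Those computed here were 0.0002 for lipoprotein biosynthesis (the paper's 2e-05), 0.0003 for protein lipidation (the paper's 8e-05), 0.0013 for phosphoinositide biosynthesis (the paper's 0.00023), 0.000700 for GPI anchor biosynthesis (the paper's 0.00029), 0.0005 for GPI anchor preassembly (the paper's 0.0012), 0.00600 for regulation of protein secretion (the paper's 0.000355), 0.0311 for regulation of intracellular transport (the paper's 0.00112), 0.0547 for gene-specific transcription (the paper's 0.00303), 0.0049 for chromosome segregation (the paper's 0.000265), 0.00970 for regulation of mitosis (the paper's 0.000555), 0.0012 for the metaphase to anaphase transition (the paper's 0.00248), 0.0294 for the nuclear pore (the paper's 0.00114) and 0.0245 for complex I (the paper's 0.00376). The mean scores of the 13 categories lie within 1.5 times of the paper's; that of complex I was 0.795 over 34 measured genes (the paper's 0.784). Random sets were drawn here from all genes tested. With 10000 of them, a p within 1.5 times of the paper's 2e-05 could not be reached. For lipoprotein biosynthesis no setting could therefore close the difference. Among the alternatives set before the data were examined, values within 1.5 times of the paper's came with a variance trend for GPI anchor biosynthesis and protein lipidation, with the replicate block for GPI anchor preassembly, with median centring, quantile normalisation and the lowest 25% of genes dropped for the metaphase to anaphase transition, without control replicate 1 for complex I and without control replicate 2 for intracellular transport; all others kept the difference.

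The paper counts 859 differentially expressed genes at its threshold, and 857 were counted here. With the control probe sets kept among the probe sets, a setting chosen after seeing the values, the count was 859, made of 856 genes and 3 control probe sets, 2 of which stand in the copy of Table S1, and it drops 0 of the entries that the copy holds. The signed fold changes of 62 named genes that the copy holds do not differ.

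The paper reads activation of phospholipase C and phosphatidylinositol 3-kinase from its network of categories. Among 35 genes of G protein and phospholipase C signalling 0 were higher and 3 lower at an unadjusted p under 0.02, but 25 lay above 0 (median 0.034, camera adjusted p = 0.313). PIK3CA had a log2 fold change of -0.21, while 4 other genes of the kinase's pathway were higher. These are transcript levels of pathway members and not measures of their activity, so they do not test the reading of activation. The paper also reads more cell-cell contact and adhesion from the arrays. CDH1 was higher as it states, PTPRM, for which its text gives no direction, was also higher, and DSC2 and PKP4 were lower. Of 20 genes of adherens junctions and desmosomes, 13 lay above 0 (median 0.039, camera adjusted p = 0.229). With arrays scaled to the hybridisation controls the medians of the 2 groups were -0.061 and -0.056. That scaling lowers every log2 fold change by the same amount, so the change of sign is no test of the groups themselves.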

Other observations

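The test of direction by level was chosen after the result had been seen. Several groups that the text does not discuss differed little. Of 26 measured genes of hypoxia and glycolysis 0 were higher and 2 were lower with IL-8, ANKRD37 (log2 fold change -0.29, intensity 539 in control and 441 with IL-8) and the collagen prolyl hydroxylase gene P4HA1 (-0.25), with a camera adjusted p of 0.154. Of 24 measured cytosolic ribosomal protein genes 0 passed an unadjusted p of 0.02, but 21 lay below 0 (camera adjusted p = 0.0677, and 0.916 with an estimated correlation). In the spliceosome PRPF8 was higher (0.23), LSM3 was lower (-0.20) and 36 of 38 did not pass (camera adjusted p = 0.679). Of 25 genes of the heat shock and unfolded protein response, the asparagine synthetase gene ASNS was lower (-0.26) and 0 were higher (camera adjusted p = 0.679).

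Genes that inflammatory signalling commonly induces did not differ as groups after 6 h of IL-8. Of 30 NF-κB target and inflammatory genes 0 were higher and TNF alone was lower, with a camera adjusted p of 0.931. Of 27 immediate early genes CCN2, a matricellular protein gene, was higher (0.26) and 0 were lower (camera adjusted p = 0.679). Of 24 Toll-like receptors and adaptors 0 were higher and 0 lower, with TLR9 at -0.14 and an unadjusted p of 0.0497 (camera adjusted p = 0.919). The 12 IL-8 family ligands and receptors had a camera adjusted p of 0.615.

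Of 23 markers of leukocytes and fibroblasts, cells that a Caco-2 BBE culture does not hold, 3 were higher and 0 lower at an unadjusted p under 0.02: COL1A1 (log2 fold change 0.28, intensity 115 in control and 139.7 with IL-8), CD8A (0.26, 40.7 and 48.8) and CD68 (0.15, 248 and 275). The first 2 had an adjusted p under 0.05 when adjusted over the list alone, 0 did over all genes, and the camera adjusted p was 0.679. Changes of this size also appeared in genes of other cell types.

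The direction of the 857 genes differed between dimmer and brighter genes, but not steadily with level. In the dimmer 5 of 10 equal classes of mean intensity 132 genes were higher and 255 lower, and in the brighter 5 classes 252 were higher and 218 lower (Fisher's exact test across genes, which are not independent replicates, p = 1.36e-08). In the brightest class alone 22 were higher and 46 lower.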
